# Plant and Bird Presence Strongly Influences the Microbial Communities in Soils of Admiralty Bay, Maritime Antarctica

**DOI:** 10.1371/journal.pone.0066109

**Published:** 2013-06-20

**Authors:** Lia C. R. S. Teixeira, Etienne Yeargeau, Fabiano C. Balieiro, Marisa C. Piccolo, Raquel S. Peixoto, Charles W. Greer, Alexandre S. Rosado

## Abstract

Understanding the environmental factors that shape microbial communities is crucial, especially in extreme environments, like Antarctica. Two main forces were reported to influence Antarctic soil microbes: birds and plants. Both birds and plants are currently undergoing relatively large changes in their distribution and abundance due to global warming. However, we need to clearly understand the relationship between plants, birds and soil microorganisms. We therefore collected rhizosphere and bulk soils from six different sampling sites subjected to different levels of bird influence and colonized by *Colobanthus quitensis* and *Deschampsia antarctica* in Admiralty Bay, King George Island, Maritime Antarctic. Microarray and qPCR assays targeting 16S rRNA genes of specific taxa were used to assess microbial community structure, composition and abundance and analyzed with a range of soil physico-chemical parameters. The results indicated significant rhizosphere effects in four out of the six sites, including areas with different levels of bird influence. *Acidobacteria* were significantly more abundant in soils with little bird influence (low nitrogen) and in bulk soil. In contrast, *Actinobacteria* were significantly more abundant in the rhizosphere of both plant species. At two of the sampling sites under strong bird influence (penguin colonies), *Firmicutes* were significantly more abundant in *D. antarctica* rhizosphere but not in *C. quitensis* rhizosphere. The *Firmicutes* were also positively and significantly correlated to the nitrogen concentrations in the soil. We conclude that the microbial communities in Antarctic soils are driven both by bird and plants, and that the effect is taxa-specific.

## Introduction

*Deschampsia antarctica* Desv. (*Poaceae*) and *Colobanthus quitensis* (Kunth) Bartl. (*Caryophyllaceae*) are the only two native vascular plants in Antarctica. Both species are widespread, usually growing together and well adapted for life in the coastal Maritime Antarctic [1]. A considerable increase in distribution and abundance of *D. antarctica* and *C. quitensis* in the western Antarctic has been reported and interpreted as a response to more favorable growing and reproductive conditions [2]. In some locations, the annual average temperature has increased by more than 1°C in the last 30–50 years [3]. In the Maritime Antarctic region, this increase in temperature has led to the thaw of glaciers, that exposed new areas of land [3], which could further increased the distribution of vascular plants [4].

Through root exudation, plants produce a variety of chemical compounds that may be used by soil bacteria for energy and biomass production [5]. Several authors have reported that this interaction selects for specific microbial communities in the rhizosphere, the portion of soil that is directly influenced by roots, producing the “rhizosphere effect” [6]–[8]. However, there is also strong evidence that soil type could have a more determinant role in shaping the microbial communities than the plant [9], [10]. Similarly, a recent study showed, using 16S rRNA gene pyrosequencing, that the microbial communities associated with the rhizospheres of *D. antarctica* and *C. quitensis* did not differ significantly [11]. However, this study did not compare bulk and rhizosphere soil, and it is thus still not known what level of influence vascular plants exert on Antarctic soil microorganisms.

In the Maritime Antarctic, densely vegetated sites are often related to bird activities [12]. Organic matter rich in carbon, nitrogen and phosphorus is added to the soil in the form of guano, feathers, eggshells and birds remains which leads to the formation of ornithogenic soils [4]. These soils can occur at active or abandoned penguin colonies, but also nearby rookeries of other large birds (e.g. skuas, petrels). Birds not only change soil conditions for microbial life, they also inoculate microorganisms through guano deposition, and the composition of this guano seems to be influenced by penguin diet. Several studies reported *Firmicutes* 16S rRNA gene sequences related to ornithogenic soils [4], [11], [13] and, accordingly, Zdanowski and colleagues [14] isolated *Gammaproteobacteria*, *Firmicutes*, *Actinobacteria*, and *Bacteroidetes* from Adelie penguin guano.

Recent studies have provided a baseline knowledge of the microbial communities in terrestrial Antarctic environments [4], [11], [13], [15]–[19]. For instance, the phylum-level diversity in Admiralty Bay rhizosphere soils was much higher than previously reported, with the phyla *Firmicutes* and *Actinobacteria* representing more than 70% of the total community [11]. In contrast, along a latitudinal transect in the Maritime Antarctic, bacterial communities were dominated by the phyla *Proteobacteria*, *Actinobacteria*, *Bacteroidetes*, *Acidobacteria* and *Cyanobacteria*, with a strong influence of the vegetation cover, highlighting the potential for indirect effects of global warming on Antarctic soils [19]. In a recent report, *Acidobacteria*, *Bacteroidetes*, *Proteobacteria* and *Firmicutes* were the main phyla recovered in nine different soils of Livingston Island, Maritime Antarctic [20]. In soils from the Ross Sea region, Continental Antarctic, the dominant bacteria were related to the *Acidobacteria*, *Actinobacteria*, *Bacteroidetes*, *Proteobacteria* and *Firmicutes* [3].

Global warming is currently affecting both plant [2] and bird distribution and activity in Antarctica [21] and can also influence the activity of the microbial communities [18] In view of the strong influence birds and vascular plants have on Antarctic soil microorganisms, it is crucial to understand this relationship in order to better predict any indirect effects global warming might have on soil microorganisms. In this paper we focus on the differences between community structure and composition at the phyla/class levels in *D. antarctica* and *C. quitensis* rhizosphere and in bulk soils from six different sampling sites around Admiralty Bay, King George Island, Maritime Antarctic. Soils with different levels of bird influence were compared to adjacent rhizosphere soils using 16S rRNA gene microarrays and phylum/class-specific quantitative PCR genes and the resulting patterns were analyzed together with soil physico-chemical parameters.

## Materials and Methods

### Ethics Statement

All necessary permits were obtained for the described field studies, from the Brazilian Antarctic Program, PROANTAR, as part of the IPY (International Polar Year) Activity # 403 and MMA (Brazilian Ministry of Environment).

### Sampling Site and DNA Extraction

The study was carried out at the Brazilian Antarctic Station Comandante Ferraz (EACF, 62°04′S, 58°21′W), located in Martel Inlet, Admiralty Bay, King George Island, Antarctic Peninsula, which is part of the South Shetlands Archipelago in Maritime Antarctica. During the austral summers of 2006–2007 and 2008–2009, the vascular plants D. antarctica or C. quitensis were sampled, where both plants were found, in triplicate at six different sites: A – Arctowski (E:423.807/N: 3.106.863–2006–2007), Q – Quimica (E: 427.335/N: 3.115.506–2006–2007), I – Ipanema (E: 426.570/N: 3.116.513–2006–2007), M – North Mountain (E: 426.63/N: 3.116.587- 2008–2009), D – Demay Point (E: 425.102/N: 3.100.854–2008–2009), C – Copacabana (E: 424.706/N: 3.105.149–2008–2009). Colobanthus quitensis were not found at points C and M. Points A, C and D were located inside an environmental protected area. Point A is close to the Arctowski Polish Station and next to a colony of Adelie penguins (Pygoscelis adeliae), point C is next to the USA summer station Copacabana in a Gentoo penguin (P. papua) colony, and point D is near to a Polish refuge next to a colony of Chinstrap penguins (P. antarcticus). At point I, there were no penguin colonies present, but this section was used as a nesting site by local species of flying birds. Point Q was located in the vicinity of the EACF; thus there has been (and continues to be) an intense anthropogenic influence on this spot, which is not the case at the other sampling sites. Besides, there is a transient presence of birds. Point M was located at the top of North Mountain, around 200 m altitude. This site has no influence from penguin colonies and only a few nests of skua (Catharacta sp.) were observed.

At each sampling site, triplicate soil samples (500 g of surface soil cores, 0–5 cm) were taken for chemical and biological analyses, with the exception of the Arctowski site (A) where we only take two replicates. Soil samples were preserved at 4°C for chemical and at −20°C for biological analyses. The plants occur in the same area, not necessarily growing one next to the other. Furthermore, we collected rhizosphere soil from isolated plant roots. Each vascular plant sample was frozen (−20°C) at the EACF. To assess the bacterial communities associated with the rhizospheres of both vascular plants, 5 g of the roots with aggregated soil was shaken in a 45 mL of saline solution (NaCl 0.85%) for 2 hours. Then, the supernatant (without roots) was centrifuged for 10 minutes at 9,000 rpm, and 0.5 g of the pelleted soil was used for DNA extraction using the Fast DNA Spin Kit for soil (QBIOgene, Carlsbad, CA) following the manufacturer’s instructions. For the bulk soil, 0.5 g of each sample was used for the extractions also using the Fast DNA Spin Kit. The extracted DNA was quantified using the PicoGreen® dsDNA quantitation assay (Invitrogen, Carlsbad, CA). The integrity of the DNA extracted from the soils was confirmed by electrophoresis on a 0.8% agarose gel in 0.5x TBE buffer (45 mM Tris–borate, 1 mM EDTA, pH 8.0).

### Soil Analysis

Chemical analyses on air dried, sieved (2 mm), subsamples of bulk soil samples were performed. A single subsample/replicate was used for the following analyses. Exchangeable cations: Ca^2+^, Mg^2+^ and Al^3+^ extracted in 1 M KCl; P, Na and K by Mehlich-1 extractant (HCl 0.05 mol L-1 and H2SO4 0.0125 mol L-1)and pH (soil: water, 1∶10); Potential acidity: H+Al extracted with 1 N calcium acetate (pH 7), titrated with 0.0125 NaOH N, were analysed according to [22]. Inductively coupled Plasma apparatus for Ca^2+^, Mg^2+^ and Al^3+^, flame emission (K and Na) and photocolometry (for P) were used for nutrient determinations. Total organic C was determined by wet combustion [23].

For the nitrogen quantification, all the bulk soils replicates were analyzed. Mineral nitrogen forms were first extracted from the soil samples with a KCl (2N) solution. The ammonium (NH_4_^+^) and nitrate (NO_3_^−^) contents in the extracts were determined by use of an automatic flow injection (FIA) analysis system. The ammonium (NH_4_^+^) was quantified colorimetrically using the Solorzano method [24], and the nitrate (NO_3_^−^) estimated by conductivimetry in the form of nitrite (NO_2_^−^), after being reduced with a cadmium base catalyst.

### Real-time Quantitative PCR (qPCR)

The primers and qPCR conditions used are summarized in Table 1. qPCR was performed in 20 µl volumes using the iQ ™ SYBR® Green Supermix Kit (Bio-Rad Laboratories, Carlsbad, CA) on a Rotor-Gene 3000 apparatus (Colbert Life Science, Sidney, NSW, Australia). Reactions were set up as per the manufacturer’s instructions, with 0.5 µM of each primer, 0.4 mg/ml of BSA (bovine serum albumin) and 1 ng of total soil DNA extract. The temperature profile included an initial hot start for 3 min at 95°C; and PCR cycling and detection (40 cycles) for 30s at 95°C, 30s at the stated annealing temperature (Table 1), and 30s at 72°C (acquiring signal at the end of this step). Standards were made from 10-fold dilutions of linearized plasmids containing the gene fragment of interest that was cloned from amplified soil DNA. For all reactions, no-template controls were carried out and yielded no detectable signals. Lambda DNA was used to correct for potential PCR inhibitors present in soil extracts [29]. Equal volumes of 10-fold diluted soil DNA extract and of a cloned 500-bp fragment of bacteriophage lambda (10^5^ copies per µl) were mixed. When the recovery of lambda was below 100%, quantification values for all other genes were corrected accordingly.

**Table 1:** Primers and annealing temperatures used in the Real Time PCR assays.

Target	Primers (For./Rev.)	Annealing temp. (°C)	Reference
Total Bacteria 16S	Eub338/Eub518	53	[25]
Acidobacteria	Acid31/Eub518	50	[25]
Actinobacteria	Actino235/Eub518	60	[25]
Alphaproteobacteria	Eub338/Alf685	60	[25]
Bacteroidetes	Cfb319/Eub518	65	[25]
Betaproteobacteria	Eub338/Bet680	60	[25]
Epsilonproteobacteria	Eps549/Eub338	56	[26] [25]
Firmicutes	Firm934/Firm1060	60	[27]
Gammaproteobacteria	Eub518/Gamma871	56	[25] [28]

### 16S rRNA Gene PCR Amplification and Microarray Analysis

For the microarray assays all the triplicate rhizosphere and bulk soil samples from the six sample sites were used. A 16S rRNA gene fragment was amplified using the universal primers F1-R13 [30]. The PCR mixture comprised 1 µl of template DNA (10–20 ng), 20 pmol of universal primers, 5 µl of 10×PCR buffer (Fermentas, Burlington, Ontario, CA), 1.5 mM MgCl_2_, 2.5 U of Taq DNA polymerase (Fermentas), 0.2 mM of each dNTP and sterile filtered water to a final volume of 50 µl. The temperature profile included an initial denaturation step at 94°C for 5 min, 35 cycles of a denaturation step at 94°C for 30s, a primer annealing step at 50°C for 30s and an extension step at 72°C for 45s, followed by a final step of 7 min at 72°C. PCR products were purified using the PureLink ™ PCR purification Kit (Invitrogen Canada, Burlington, Ontario, CA). A microarray platform targeting the 16S rRNA genes of Bacteria and Archaea found in cold environments was used as previously described [31]. To summarize, the purified 16S rRNA genes were chemically labeled with Cy5 and hybridized overnight onto the microarray. Details about the microarray and probe design are available at the National Center for Biotechnology Information (NCBI) GEO database under the platform accession number GPL8953. The presence-absence of the different Bacteria and Archaea targeted by the microarray was used as community profile to evaluate the similarity between the bulk soil and rhizosphere samples from the six different sampling sites. Microarray data discussed here have been deposited in NCBI GEO and are accessible through GEO series accession no. GSE33847.

### Statistical Analyses

All statistical analyses were performed in R (version 2.9.0, The R Foundation for Statistical Computing). For analysis of variance (ANOVA) of the qPCR data, normality was tested using the “shapiro.test” function and homoscedasticity was tested using the “bartlett.test” function. When necessary, data were log transformed to meet parametric ANOVA assumptions. ANOVA and post hoc Tukey HSD tests were then carried out using the “aov” and “TukeyHSD” functions, respectively. When transformations failed to normalize data, Kruskal-Wallis and associated multiple comparison tests were performed using “kruskal.test” and the “kruskalmc” functions of the “pgirmess” library, respectively. Spearman linear correlation analyses (correlations on qPCR vs. soil data) were performed using the “cor.test” function. For the microarray analysis, distance matrices were calculated using the ”vegdist” function of the ”vegan” library and principal coordinate analyses (PCoA) were carried out using the ”cmdscale” function based on the square root of 1-Jaccard. PerMANOVA [32] of microarray data was carried out on Jaccard similarity, testing separately for the influence of plants (*C. quitensis*, *D. antarctica*, no plant), site and nitrogen on the microbial community structure. Spearman linear correlation analyses (correlations on qPCR vs. soil data) were performed using the “cor.test” function. Levels of significance were corrected for multiple comparisons using the method of Bonferroni [33].

## Results

### Soil Characteristics

The three sites located in penguin colonies (A, C and D) had similar soil chemical characteristics, with low pH and high bioavailability of P (Table 2). The two others sites under the influence of birds (Q and I) also had high values of organic C and P, but only a moderate pH. The M site, which was not directly under the influence of birds, had the highest pH value (8.2), exchangeable Ca and S, but the lowest value for P. The nitrogen concentrations (NH_4_^+^ and NO_3_^−^) were very high for the sites under the influence of penguins, very low in the sites under the influence of other birds (Q and I) and below the detection limit for the M site. For all sampling sites NH_4_^+^ values were higher than NO_3_^−^ values. Site C had nitrogen values similar to the other sites under the influence of penguins, but lower values of exchangeable Ca and Mg.

**Table 2:** Mean soil characteristics for surface soil cores (0–5 cm) collected in six sampling sites at Admiralty Bay, King George Island.

Sample sites	Na	Ca	Mg	K	H+Al	Al	S	pHwater	Corg	P	K	N-NH_4_	N-NO_3_
	Cmol_c_ dm^−3^							1∶2.5	g kg^−1^	mg l^−1^		µg g^−1^	
Arctowski	0.49	12	7	0.02	20	3.55	19.51	4.3	0.97	1005	9	590.11	13.98
Ipanema	0.74	11	6	0.02	11	0	17.76	5.7	5.11	786	9	2.31	0.051
Química	0.31	9.4	5.6	0.32	1.3	0	15.63	6.6	2.28	620	128	7.21	0.891
Demay Point	0.32	5.3	8.3	1.3	22.6	14.9	15	4.9	5.3	464.2	429	263.91	10.51
North Mountain	0.25	28.5	4.5	0.12	0	0.9	33.4	8.2	1.9	349	47	n.d.^#^	n.d.
Copacabana	0.47	4.2	1.3	0.64	7.4	0.9	6.6	4.8	1.2	649.1	250	361.56	14.07

# n.d.: not detected.

### Rhizosphere vs. Bulk Soil

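The microarray data comprised 47 samples, each hybridized to its own array. They were 17 bulk soils from the 6 sites, 18 rhizosphere samples of *D. antarctica* from the same sites and 12 rhizosphere samples of *C. quitensis* from Arctowski (A), Demay Point (D), Ipanema (I) and Quimica (Q). Each site had 3 samples per compartment, except that the bulk soil of Arctowski had 2. Every array held 528 spots, of which 48 carried EUB338, a probe for nearly all Bacteria, and 3 were empty. The remaining spots carried 159 probes in 3 spots each. Only 5 of these probes bear the name of a genus (*Psychrobacter*, *Pseudomonas*, *Gillisia*, *Rhodococcus* and *Moraxella*), and the others bear an identifier that the array data pair with no organism. The values analysed were the foreground and local background intensities of the Cy5 label in each spot, which the authors had not normalized. A probe was counted as present when its foreground median exceeded the background median by at least 2 background standard deviations in at least 2 of its 3 spots. The paper's text names the use of presence and absence but not the rule behind it. All 3 spots passed in 877 of the 7473 pairs of probe and sample, 2 spots in 82, 1 spot in 89 and 0 spots in 6425. Communities were compared by the Jaccard distance, the share of the probes present in either sample that are absent from the other. For levels, intensities were background corrected, quantile normalized and given on the log2 scale. The number of arrays, not of spots, limits the precision.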

A microarray targeting the 16S rRNA genes of microorganisms frequently found in cold environments consisting of 525 25-mer oligonucleotides targeting 159 bacterial and archaeal taxa was used to compare bulk soil and rhizosphere samples. Out of these 159 taxa, 13 to 41 taxa were detected per sample. 

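The *Rhodococcus* probe was present in all 47 samples and the *Pseudomonas* probe in 45. The *Psychrobacter* probe, for a genus of cold-adapted bacteria, was present in 30 samples, 19 of 30 from the rhizosphere and 11 of 17 bulk soils, and its level did not pass the test between them (adjusted p = 0.879, limma). It was present in 0 of 9 samples from Quimica and in 30 of 38 from the other sites, a contrast chosen after its values were seen and not tested. *Gillisia* was present in 2 samples and *Moraxella* in 1, all from the rhizosphere. Between 5 and 29 probes were present per sample, with a median of 22, and 62 of the 159 probes were present in at least 1 sample. The mean was highest in the *D. antarctica* rhizosphere of Arctowski, at 26.7 ± 2.08 probes (SD, n = 3), and lowest in the bulk soil of the same site, at 9.5 ± 3.54 (SD, n = 2). The *C. quitensis* rhizosphere of Ipanema varied most, at 11.3 ± 8.50 probes (SD, n = 3). The median EUB338 intensity reached the ceiling of the scanner on 30 arrays and lay below 32768 on 6, which were both bulk soils of Arctowski, *C. quitensis* samples 1 and 2 of Ipanema, and at Quimica *C. quitensis* sample 9 and *D. antarctica* sample 8.

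**Figure D1:**
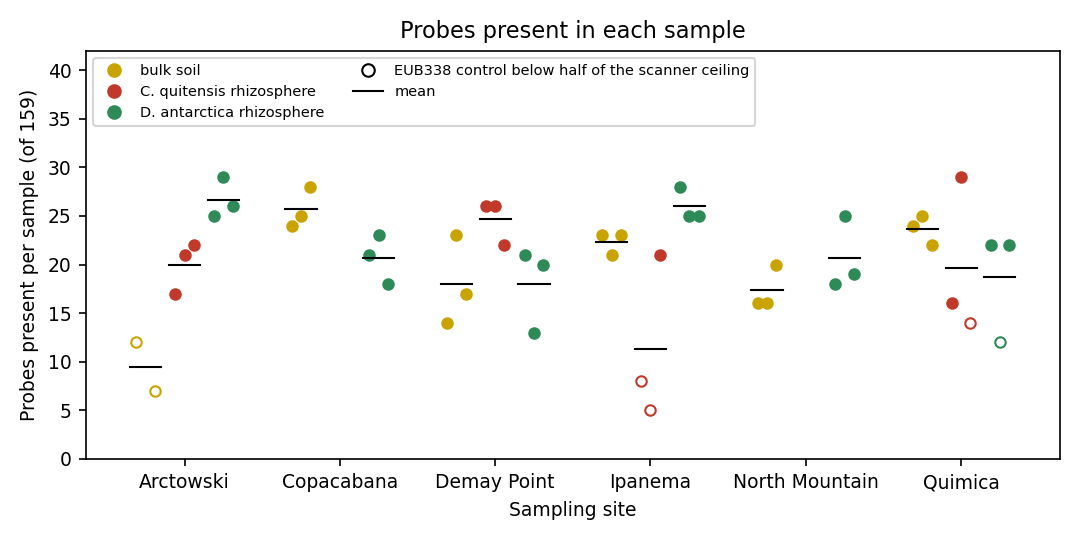
Probes present in each sample (vertical axis, of 159 probes) by site and compartment; each point is a sample, the horizontal lines are means and open points mark the 6 arrays with an EUB338 intensity below 32768. The open points lie between 5 and 14 probes.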

Principal coordinate analyses of the microarray results for bulk soil and rhizosphere samples were made separately for each sampling site (Fig. 1). Figure 1 shows a clear separation of the bacterial communities from bulk soil and rhizosphere at most sites with the exception of the D and M sites. This visual interpretation was confirmed by PermANOVA analyses that tested for significant differences between bulk soil and rhizosphere samples at each sampling site separately (Table 3). 

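In the rhizosphere of Arctowski the *Pseudomonas* probe was higher than in bulk soil (adjusted p = 0.00873, limma), where both arrays had a low EUB338 intensity and the probe was present in 1 of 2, so that no size is given. It was also higher at Demay Point (adjusted p = 0.0203, limma) and lower at Copacabana (adjusted p = 0.0210, limma), where its size is not given because its spots were at the scanner's ceiling in 5 of 6 rhizosphere samples of Demay Point and 3 of 3 bulk soils of Copacabana. The change differed between sites (adjusted p = 0.00128 for the interaction, limma). *Rhodococcus* passed the test at North Mountain (adjusted p = 0.0316, limma), but its spots were at the ceiling in all 6 samples, so that no fold is given, and the call was lost in 11 of 16 alternatives. Of 159 probes, 5 were higher and 9 lower in the rhizosphere of Arctowski, 6 and 10 at Copacabana, 2 and 3 at Demay Point, 2 and 2 at Ipanema, 5 and 4 at North Mountain and 6 and 8 at Quimica. Only some of them were also present in at least 50% of the samples of the group with the higher level, namely 4 and 3 at Arctowski, 2 and 6 at Copacabana, 2 and 3 at Demay Point, 2 and 1 at Ipanema, 4 and 3 at North Mountain and 3 and 7 at Quimica. The balance of directions depended on the scaling: without normalization 18 probes were higher and 1 lower at Arctowski, 3 and 6 at Copacabana, 19 and 0 at Demay Point, 1 and 13 at Ipanema, 53 and 1 at North Mountain and 0 and 8 at Quimica, and with scaling to the 75th percentile 22 and 11 at Copacabana and 5 and 2 at Arctowski. Probe DQ530473.1 was present in 3 of 3 bulk soils and 0 of 3 rhizosphere samples of Copacabana, where it was at least 9.25-fold lower (adjusted p = 2.55e-08, limma). At North Mountain probe EU218730.1 was likewise present only in the 3 bulk soils, at least 4.84-fold lower in the rhizosphere (adjusted p = 1.02e-17, limma), and EU044933.1 only in the 3 rhizosphere samples, at least 8.09-fold higher (adjusted p = 7.80e-06, limma). The spread was shared over all 16 conditions, and EU218730.1 was present on only 3 of 47 arrays, so its p reflects mostly scatter where the probe was absent. Over 16 alternatives each, the adjusted p reached 0.0267 for EU218730.1 and 0.00505 for DQ530473.1 (limma). At Ipanema AY653548.1 was present in 3 of 3 bulk soils and 0 of 6 rhizosphere samples, at least 3.16-fold lower (adjusted p = 1.48e-06, limma), whereas EU045189.1 was present in 4 of 6 rhizosphere samples and 0 of 3 bulk soils, at least 3.35-fold higher (adjusted p = 1.24e-05, limma). Without bulk soil B at Arctowski the adjusted p of *Pseudomonas* was 0.723 (limma), without bulk soil B at Demay Point 0.0842 and without *D. antarctica* sample B at Copacabana 0.143, and with scan day as a term the adjusted p of this probe was 0.105 at Arctowski, 0.745 at Demay Point and 0.253 at Copacabana, and that of EU044933.1 was 0.304. With 1 sample left out the number of changed probes was 6 without bulk soil B and 22 without C at Arctowski, 9 without bulk soil A and 10 without *D. antarctica* A at Copacabana, 0 without bulk soil A and between 1 and 4 without each of the others at Demay Point, 7 without bulk soil A at Ipanema, 5, 4 and 4 without bulk soil A, B and C at North Mountain and 9 without bulk soil C at Quimica. With scan day as a term it fell to 5 at Arctowski, 5 at Copacabana, 0 at Demay Point, 1 at North Mountain and 3 at Quimica, with the replicate number as a block it fell to 3 (random) or 1 (fixed) at Demay Point, and bulk soil and rhizosphere shared a scan day at only 1 of the 6 sites.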

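With bulk soil and the rhizosphere of each plant as levels of a factor, compartment accounted for 63.2% of the variation in Jaccard distance at Arctowski (F = 4.29, exact permutation p = 0.00714, 8 samples), 50.6% at Ipanema (F = 3.07, exact permutation p = 0.00357, 9 samples) and 39.3% at Demay Point (F = 1.94, exact permutation p = 0.0179, 9 samples). At Quimica it accounted for 43.1% (F = 2.27, exact permutation p = 0.0679, 9 samples). At the sites with 1 plant, and so with 2 groups in place of 3, it accounted for 76.2% at Copacabana (F = 12.8) and 37.2% at North Mountain (F = 2.37), both with an exact permutation p = 0.1, the smallest that 3 samples against 3 allow. Adjusted over the 6 sites, p was 0.0214 at Arctowski and Ipanema, 0.0357 at Demay Point and 0.1 at the other sites. With the rhizosphere samples of both plants pooled, exact permutation p was 0.0357 at Arctowski, 0.0476 at Demay Point, 0.107 at Ipanema and 0.0119 at Quimica (adjusted over these 4 tests, 0.0635, 0.0635, 0.107 and 0.0476). Over all 47 samples, with site as the first term and permutations within site, rhizosphere against bulk soil accounted for 6.06% (F = 3.56, permutation p = 3e-04). The result at Demay Point was lost without *C. quitensis* sample B or C, *D. antarctica* sample B or bulk soil A or B (exact permutation p from 0.0571 to 0.0964), Quimica passed without *C. quitensis* or *D. antarctica* sample 8 (exact permutation p = 0.0214 and 0.0393), and those at Arctowski and Ipanema with the turnover part of the distance, which disregards the number of probes (exact permutation p = 0.3 and 0.339). Bulk soils and *D. antarctica* samples of the same number deviated together at Demay Point (correlations of 0.270, 0.164 and 0.152, not tested). With the number as a block for all 9 samples, *C. quitensis* included, the exact permutation p was 0.0833 for compartment and 0.111 with the plants pooled. From differences within sites in its microarray data and in its qPCR data, which were not analysed here, the paper concludes that plants influenced the microbial communities within a site. Its own microarray test did not pass at Demay Point or North Mountain.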

No clear differences between the microbial communities of the rhizosphere of *C. quitensis* and *D. antarctica* were detected for most sampling sites, with the exception of the A site where it was possible to see a clear segregation between the microbial communities associated with the rhizosphere of the two plant species (Fig. 1).

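At Demay Point probe EU045175.1 was higher in the *D. antarctica* than in the *C. quitensis* rhizosphere (adjusted p = 0.00832, limma; no size is given, since its spots were at the scanner's ceiling in 1 of 3 *D. antarctica* samples) and AY653548.1 was lower, at least 1.24-fold (adjusted p = 0.0313, limma). At Ipanema DQ628943.1 was present in 3 of 3 *D. antarctica* and 0 of 3 *C. quitensis* samples (adjusted p = 0.00626, limma). Of 16 alternatives each, the call was lost in 5 for EU045175.1, 8 for AY653548.1 and 4 for DQ628943.1. No probe passed at Arctowski or Quimica by limma, where 20 and 6 probes had an unadjusted p under 0.05. *Psychrobacter* was present in 9 of 12 *D. antarctica* and 5 of 12 *C. quitensis* samples over the 4 sites (adjusted p = 0.347, limma). Plant species accounted for 30.6% of the variation in Jaccard distance at Arctowski (exact permutation p = 0.2), 30.2% at Demay Point (exact permutation p = 0.2), 39.4% at Ipanema (exact permutation p = 0.1) and 4.40% at Quimica (exact permutation p = 1), where 3 samples against 3 cannot go below 0.1. Over the 4 sites together it accounted for 7.27% (F = 1.97, permutation p = 0.0496, 24 samples). With scan day as the first term R2 was 0.0744 (permutation p = 0.0533) and with EUB338 intensity 0.0478 (permutation p = 0.0815). Without the 6 arrays of low EUB338 intensity 0 probes passed at Ipanema, where 3 samples were left against 1, and with 1 sample left out at a time 0 to 11 passed there and 0 to 8 at Demay Point.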

**Figure 1:**
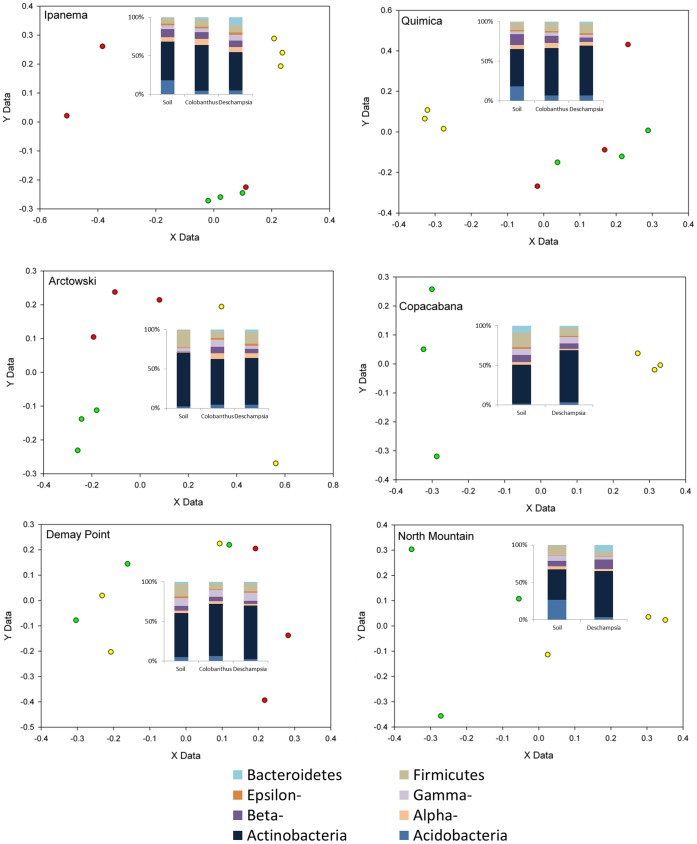
Rhizosphere effect on microbial community structure and relative abundance. Principal coordinate analysis calculated based on the microarray results for each sampling site separately. Only presence or absence of the probes was considered. All the replicates are represented in the figures. Red dots represent *Colobanthus quitensis;* Green dots represent *Deschampsia antarctica*; and yellow dots represent bulk soil samples. *Insets*: relative abundance of the main bacterial phyla quantified by qPCR. An average of the qPCR triplicates results of each sample is presented.

**Table 3:** Test for significant difference between rhizosphere soils and bulk soil using PermANOVA for all the different sites (microarray data).

	Arctowski	Copacabana	DemayPoint	Ipanema	N. Mountain	Quimica
F	**0.6335**	**0.7203**	0.3024	**0.4809**	0.411	**0.4224**
P	**1.00E-04**	**0.0465**	0.2129	**0.0095**	0.0779	**0.0325**

Significant values (P<0.05) are in boldface.

The microbial communities of different sites around Admiralty Bay were compared (Figs 2a and 2b). According to the qPCR results, *Actinobacteria* was the most abundant phylum, followed by the *Proteobacteria* (*Epsilon*-, *Gamma*-, *Beta*- and *Alpha*-) and the *Firmicutes* when considering all samples together. In the bulk soils from sites I, Q and M, *Acidobacteria* was also abundant (Fig. 2b). ANOVA analyses of the qPCR results were also made in order to compare rhizosphere and bulk soil samples at each of the six sampling sites separately (Table 4). For each sampling site at least one phylum showed significantly different abundances between bulk soil and rhizosphere samples. For instance, the *Firmicutes* were significantly more abundant in the bulk soil samples than in the rhizosphere samples for the A, C, D and M sites (Fig. 1, Table 4). Similarly, the *Acidobacteria* were significantly more abundant in the bulk soil samples than in the rhizosphere samples for the Q, I and M sampling sites (Fig. 1, Table 4). The *Actinobacteria* showed an opposite trend, being significantly more abundant in the rhizosphere samples for the Q and M sites (Fig. 1, Table 4).

**Figure 2:**
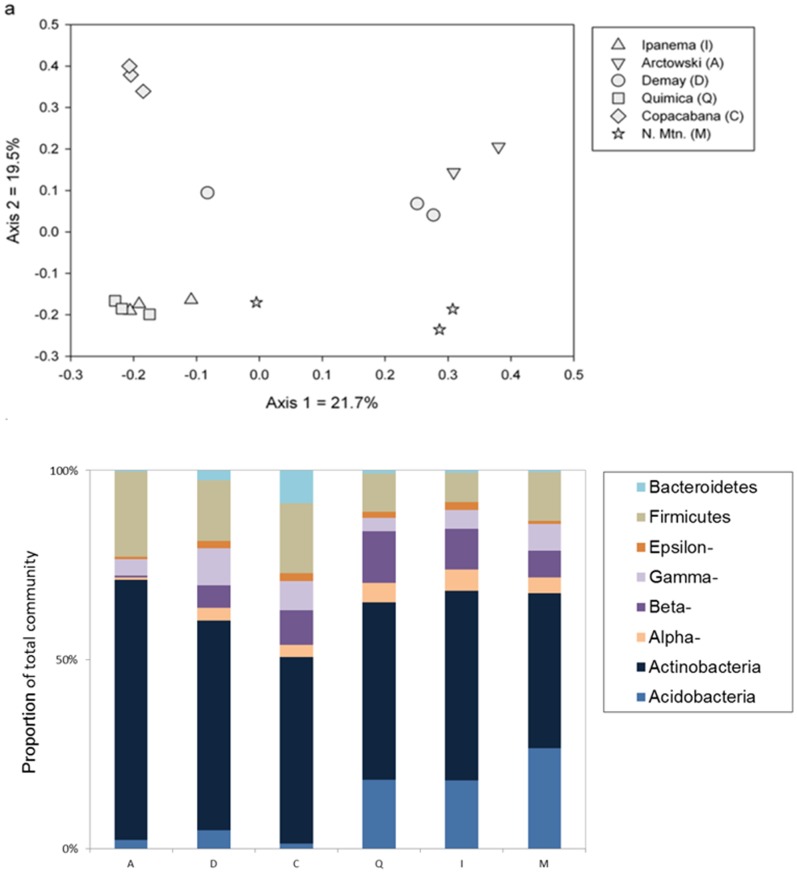
Differences in microbial community structure and relative abundance in bulk soil between sampling sites. a) Principal coordinate analysis based on the microarray results. Only presence or absence of the probes was considered. Here only bulk soil samples were analyzed. All the bulk soil replicates are represented in the figures. b) Relative abundance of the main bacterial phyla quantified by qPCR assays. An average of the qPCR triplicates results of each sample was made.

**Table 4:** Anova analysis to test the differences in the phyla abundance (qPCR) between bulk soils and rhizospheres from the same sampling site.

Quimica								
Groups	Gamma	Firm	Alpha	Acido	Actino	Bacteroi	Beta	Epsilon
P-value	0.718	0.075	0.504	0.002	0.013	0.288	0.064	0.216
Soil	a	a	a	b	b	a	a	a
*Colobanthus*	a	a	a	a	a	a	a	a
*Deschampsia*	a	a	a	a	a	a	a	a
Demay								
Groups	Gamma	Firm	Alpha	Acido	Actino	Bacteroi	Beta	Epsilon
P-value	0.803	**0.035**	0.101	0.070	0.242	0.945	0.750	0.398
Soil	a	b	a	a	a	a	a	a
*Colobanthus*	a	a	a	a	a	a	a	a
*Deschampsia*	a	ab	a	a	a	a	a	a
Copacabana								
Groups	Gamma	Firm	Alpha	Acido	Actino	Bacteroi	Beta	Epsilon
P-value	0.510	**0.014**	0.100	**0.011**	0.099	**0.001**	0.567	**0.022**
Soil	a	a	a	a	a	a	a	a
*Deschampsia*	a	b	a	b	a	b	a	b
N. Mountain								
Groups	Gamma	Firm	Alpha	Acido	Actino	Bacteroi	Beta	Epsilon
P-value	**0.0007**	**0.002**	0.523	**0.0004**	**0.003**	0.203	0.179	0.373
Soil	a	a	a	a	a	a	a	a
*Deschampsia*	b	b	a	b	b	a	a	a
Ipanema								
Groups	Gamma	Firm	Alpha	Acido	Actino	Bacteroi	Beta	Epsilon
P-value	0.151	0.716	0.723	**0.0007**	0.117	**0.013**	0.660	0.428
Soil	a	a	a	b	a	b	a	a
*Colobanthus*	a	a	a	a	a	ab	a	a
*Deschampsia*	a	a	a	a	a	a	a	a
Arctowski								
Groups	Gamma	Firm	Alpha	Acido	Actino	Bacteroi	Beta	Epsilon
P-value	0.235	**0.005**	**0.012**	0.223	**0.003**	0.081	**0.001**	0.181
Soil	a	b	b	a	b	a	b	a
*Colobanthus*	a	a	a	a	a	a	a	a
*Deschampsia*	a	ab	a	a	a	a	a	a

Different letters within a column represent significant difference between samples. Significant values (P<0.05) are in boldface.

### Differences between Sites

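In the 17 bulk soils 44 of the 159 probes were present in at least 1 sample. The *Pseudomonas* probe was present in 16 of the bulk soils and the *Psychrobacter* probe in 11, while *Gillisia* and *Moraxella* were present in 0 of 17. A principal coordinate analysis of the square root of the Jaccard distance placed 26.2% of the variation on the first axis and 18.7% on the second.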

A PCoA analysis was also carried out using only the microarray profiles of bulk soils in order to compare the general microbial community at different sites around Admiralty Bay (Fig. 2a). Replicate samples from a site clustered together in most cases, and differences were seen between most of the sites. 

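The mean Jaccard distance was 0.224 ± 0.127 (SD, 16 pairs) between bulk soils of the same site and 0.546 ± 0.141 (SD, 120 pairs) between bulk soils of different sites. Samples of Copacabana were 0.122 ± 0.0187 apart (SD, 3 pairs), those of North Mountain 0.133 ± 0.115 and those of Quimica 0.156 ± 0.0386, whereas the samples of Demay Point were 0.387 ± 0.0645 apart and those of Arctowski 0.417 (1 pair). In 15 of 17 bulk soils the nearest sample came from the same site. The exceptions were sample C of Arctowski and sample A of Demay Point, which lay 0.143 from each other.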

PermANOVA analyses confirmed that there were significant differences between the microbial community structures of different sites (F = 6.87, P = 0.0001). 

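Of the 159 probes, 47 differed in level between the bulk soils of the 6 sites (adjusted p under 0.05, limma). Not all of these were present in bulk soil. EU045047.1 (adjusted p = 0.000215, limma) and *Moraxella* (adjusted p = 0.0199, limma) passed with presence in 0 bulk soils. Among the 50 probes present in at least 2 of all samples, 37 passed. Site accounted for 83.7% of the variation in Jaccard distance (F = 11.3, permutation p = 1e-04, the smallest that the permutations can give, 17 samples). At Arctowski, Copacabana, Ipanema and North Mountain all bulk soils of a site lay on a single slide without bulk soils of other sites. Site and slide cannot be told apart there. With the sampling season as the first term the R2 of site was 0.674 (F = 11.3, permutation p = 1e-04).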

Samples from sites A and D grouped together (with the exception of one site D replicate), while samples from sites Q and I also grouped together. 

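Bulk soils of Arctowski and Demay Point were 0.476 ± 0.192 apart (SD, 6 pairs), and Arctowski was farther from every other site, from 0.693 ± 0.0554 (SD, 6 pairs) for Ipanema to 0.800 ± 0.0665 (SD, 6 pairs) for North Mountain. Demay Point was on average as near to Copacabana (0.453 ± 0.0897, SD, 9 pairs) and Ipanema (0.462 ± 0.0869, SD, 9 pairs) as to Arctowski. The bulk soils of Quimica and Ipanema were 0.322 ± 0.0827 apart (SD, 9 pairs), the smallest mean between 2 sites, and Ipanema and North Mountain came next at 0.388 ± 0.0659 (SD, 9 pairs). These differences between pairs of sites were not tested. Both arrays from the bulk soil of Arctowski had a low EUB338 intensity and few probes present.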

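The bulk soils of Copacabana lay 0.562 ± 0.0976 (SD, 42 pairs) from those of all other sites and the bulk soils of North Mountain 0.563 ± 0.135 (SD, 42 pairs). In Copacabana 3 probes were present in every bulk soil and in 0 bulk soils of the other sites, and in North Mountain and Quimica 1 probe each. The corresponding mean was 0.680 ± 0.146 for Arctowski (SD, 30 pairs, from 2 arrays of low EUB338 intensity), 0.532 ± 0.139 for Quimica (SD, 42 pairs), 0.514 ± 0.114 for Demay Point (SD, 42 pairs) and 0.462 ± 0.135 for Ipanema (SD, 42 pairs).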

Samples from sites C and M were unusual and did not clearly group with any samples from the other sites. According to ANOVA analyses (Table 5), *Acidobacteria* abundance was significantly higher at the M site and significantly lower at the C site. In contrast, the M site showed significantly lower abundance of *Actinobacteria* compared to all other sites (Fig. 2b). The *Bacteroidetes* phyla were significantly more abundant at the C site compared to most other sites. The *Alphaproteobacteria* were significantly more abundant at the I site And the *Gammaproteobacteria* were significantly less abundant in the Q site compared to the C and D sites. *Epsilonproteobacteria* had no difference among the bulk soils samples. *Betaproteobacteria* seems to vary among samples, especially comparing sampling points A and M to the other sampling points (D, C, Q and I), where this group were more representative.

**Table 5:** Anova analysis to test the differences in the phyla abundance between different bulk soils from the six sampling site in Admiralty Bay.

Bulk soil								
Groups	Gamma	Firm	Alpha	Acido	Actino	Bacteroi	Beta	Epsilon
P-value	0.002	0.0001	0.002	0.000002	0.00001	0.00007	0.027	0.1297
Copacabana	a	a	a	a	a	a	a	a
Demay Point	a	b	ab	b	a	ab	a	a
Ipanema	ab	b	ab	ab	a	b	a	a
N. Mountain	ab	ab	ab	c	b	b	a	a
Quimica	b	ab	ab	b	a	b	a	a
Arctowski	ab	b	b	ab	a	b	a	a

Different letters within a column represent significant difference between samples. Significant values (P<0.05) are in boldface.

The statistical correlations between the soil physical and chemical composition and measured microbial communities were performed, but gave no significant result for most soil abiotic characteristics (data not shown). Only NH4 and NO3 presented some correlation. In order to check the relationship between nitrogen and soil bacterial communities in Admiralty Bay, correlation analyses were carried out (Fig. 3). Using the Spearman coefficient, we found a significantly positive correlation between the *Actinobacteria* and the *Firmicutes* and the ammonia concentrations in soil (Fig. 3). A significantly negative correlation was found between the *Acidobacteria* and the *Alphaproteobacteria* and ammonia concentration. *Acidobacteria* and *Alphaproteobacteria* were also significantly and negatively correlated with nitrate concentration. For all the other bacterial groups-nitrogen concentration combinations, no significant correlations were found. We also carried out PermANOVA analyses on the microarray dataset using NH_4_^+^ and NO_3_^−^ as explanatory variables and found that the microbial community structure in bulk soil was significantly influenced by NH_4_^+^ (F = 4.04, P = 0.0009) and NO_3_^−^ (F = 3.30, P = 0.0064).

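The site means of NH4 accounted for 36.8% of the variation in Jaccard distance between the 17 bulk soils (F = 8.72) and those of NO3 for 36.1% (F = 8.46), each with a permutation p = 1e-04, the smallest that the permutations of samples can give. The nitrogen values were the site means of Table 2, with values below detection set to 0, so that each variable took 1 value per site. When the 6 site values were permuted in place of the samples, exact p was 0.0125 for NH4 and 0.0375 for NO3, from 720 arrangements. NH4 and NO3 were both higher at the penguin sites, and their effects were not separated from each other or from pH.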

**Figure 3:**
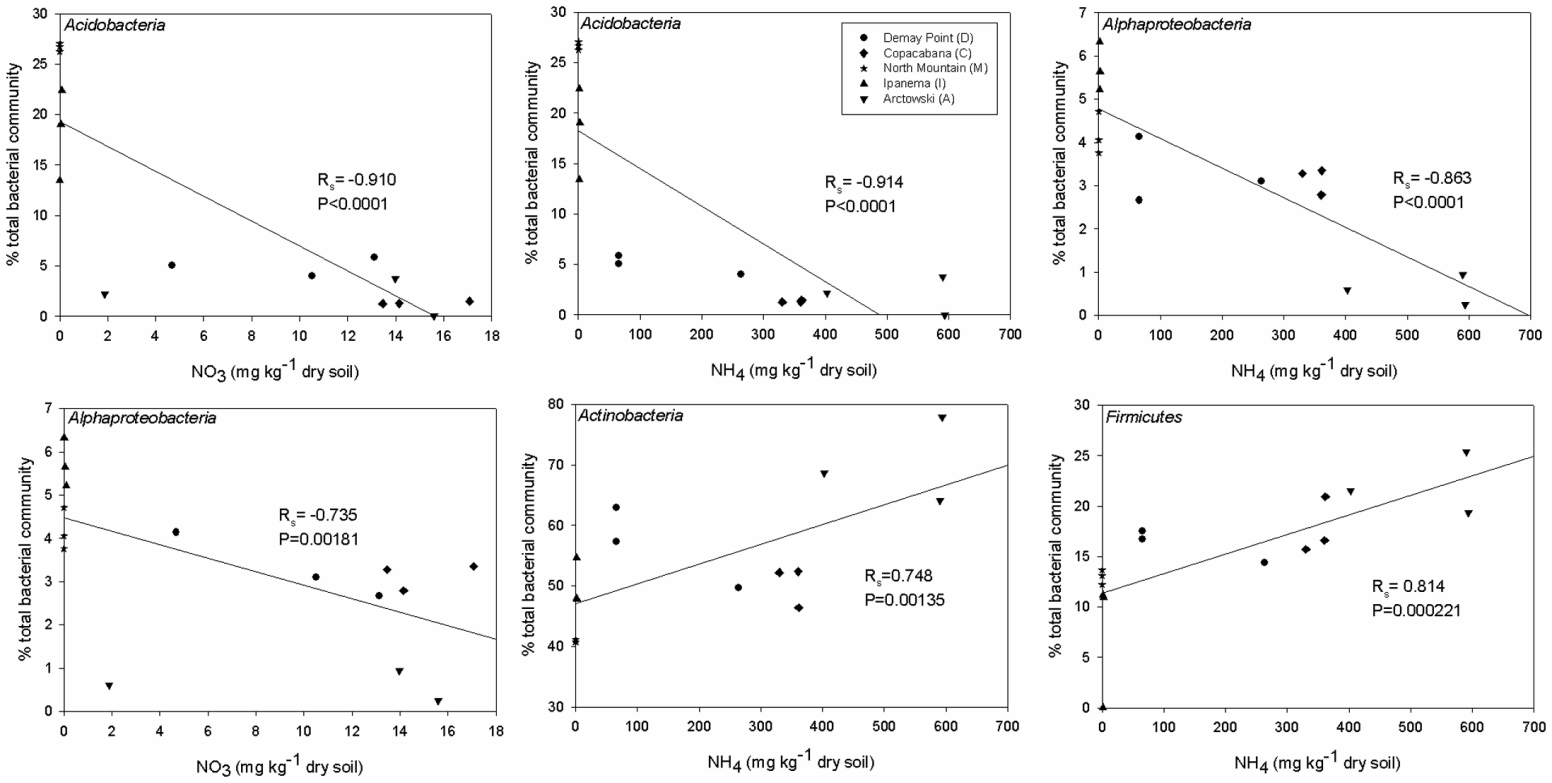
Correlation between phylum abundance (qPCR) and nitrogen quantification. Spearman coefficients (R) are shown for each taxon, with the associated Bonferroni-corrected P values.

## Discussion

Our results showed that both plant and bird presence had significant influences on microbial community structure and on the relative abundance of several major bacterial taxa. The presence of birds was related to higher soil nitrogen concentrations, which was identified as significantly correlated with the abundance of several bacterial groups and as significantly influencing the microbial community structure. In the case of plants, it appeared that the effect observed was a general rhizosphere effect, as very little difference was seen between the rhizosphere of the two vascular plants sampled, in line with previous reports [11].

### Influence of Birds

As expected, we observed a strong relationship between microbial communities and soil characteristics, but we could not disentangle the effect of nutrient availability from any pH-related effect, as the sites with high nitrogen and phosphorus concentrations had also the lowest pH values. These characteristics are typical of ornithogenic soils as bird guano, feathers, eggshells and remains are rich in nitrogen and phosphorus [4]. In the Maritime Antarctic, densely vegetated sites covered by lichens, mosses and vascular plants are often related to bird activity [12]. The influence of birds in the development of Antarctic soils can occur at different levels. According to Simas and colleagues [34] the presence of flying birds, such as skuas (*Catharacta* sp), giant-petrels (*Macronectes* sp) and seagulls (*Larus* sp), leads to the development of weakly ornithogenic soils (moderately high N and P concentrations, slightly acidic pH) while the presence of penguin colonies leads to highly ornithogenic soils (very high N and P concentrations and acidic pH). Based on the results from our soil analyses and from previous studies of Admiralty Bay soils [12], [34], [35], we can roughly classified the soils from our sampling sites as follows: soils from sites A, C and D would be highly ornithogenic soils, soils from sites I and Q would be weakly ornithogenic soils and soil from site M would not be ornithogenic soil. According to [12], which used a comprehensive sampling, the amount of sand, silt and clay in ornithogenic soils are about 73±10, 15±7 and 11±4%, respectively, and 41±18, 32±4 and 21±8% to weakly ornithogenic soils. Soil from the M site, with high pH, high concentration of exchangeable Ca and low concentrations of organic C and total nitrogen could be classified as basaltic/andesitic soil according to [12], and presents about 38±16, 32±7 and 25±5% of sand, silt and clay respectively. The high S concentration found for this site could be attributed to the sulfide bearing andesides and related tills present in the region [12].

According to PCoA generated from the microarray data, the bacterial communities were strongly shaped by the nitrogen level in the soil, and consequently, to the bird influence. 

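In bulk soil, probe EU218698.1 was present in 8 of 8 samples from the penguin colonies (sites A, C and D) and in 1 of 9 from the other sites. Probe DQ521378.1 was present in 7 of 8 and 0 of 9. No size is given for it, since its mean at Arctowski includes bulk soil B. On that array of low EUB338 intensity the probe was not present but had a normalized log2 level of 13.7. In the opposite direction, AF173822.1 and EU045147.1 were each present in 0 of 8 samples from penguin colonies (2 of them on arrays of low EUB338 intensity) and 9 of 9 from the other sites, and were at least 3.03-fold and 1.80-fold lower. In the rhizosphere AF173822.1 was present in 5 of 6 samples of Arctowski and 3 of 6 of Demay Point. EU045147.1 was present there in 2 of 3 samples of each plant at Arctowski and 2 of 3 of *C. quitensis* at Demay Point. Neither was present in the 3 rhizosphere samples of Copacabana. At Ipanema the rhizosphere had EU218698.1 in 4 of 6 samples and DQ521378.1 in 3 of 3 of *D. antarctica*. Of the 44 probes present in bulk soil, 8 had a higher site mean at each penguin site than at every other site and 12 a lower one, together 45.5%, whereas chance gives 10% for 3 sites against 3 and the highest of the other splits of the sites into 3 and 3 gave 5 probes. Over all 159 probes 17 were higher and 18 lower, 22.0%, and the highest other split gave 20. The probes are not independent of each other, and the 10 splits are too few for a share under 0.05. The exact permutation p of each of the 4 named probes was 0.1, the smallest that 3 sites against 3 allow. With site as a random block 12 of the 159 probes had an adjusted p under 0.05 (limma), 10 of them among these 20. That fit takes its spread from the samples as well as the sites, with 1 correlation for all probes. Its adjusted p, such as 5.16e-07 for DQ521378.1 (limma), can therefore lie below what 3 sites against 3 allow, and the 12 calls are no separate evidence for bird influence. The penguin sites had a mean of 17.7 probes present and the other sites 21.1 (exact permutation p = 0.7), where Arctowski had 9.5 on 2 arrays of low EUB338 intensity, Copacabana 25.7 and Demay Point 18.0. From the grouping of the sites, the paper concludes that nitrogen in the soil, and with it the influence of birds, shaped the bacterial communities. It also draws on tests of nitrogen against its microarray profiles and its qPCR abundances.

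**Figure D2:**
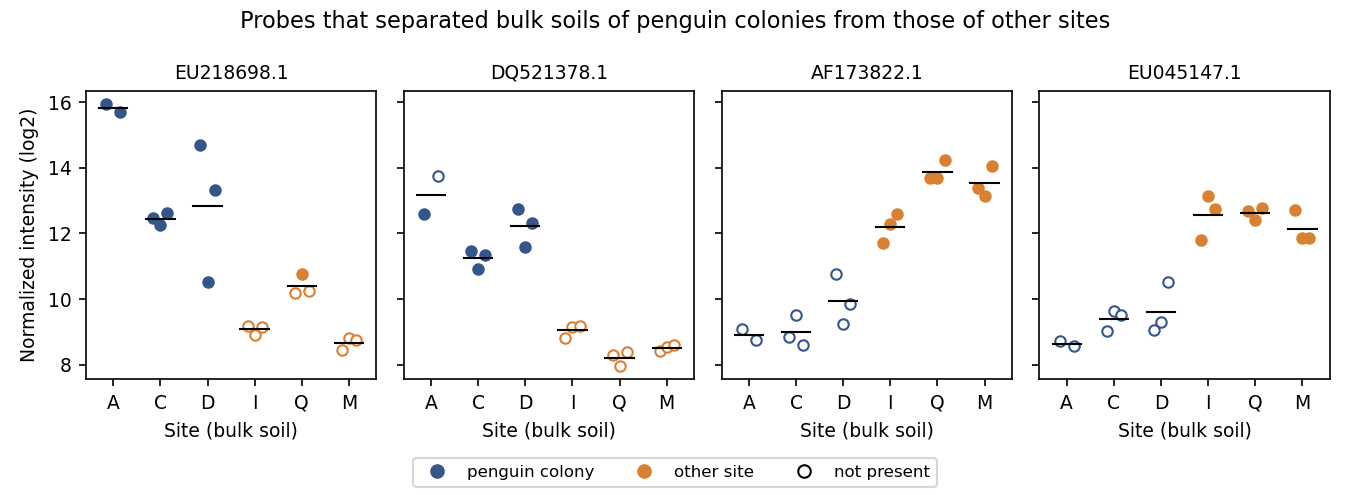
Normalized intensity (log2, vertical axis) of 4 probes in each bulk soil by site (horizontal axis, letters as in the text); points are samples, open points samples in which the probe was not present, and lines site means. EU218698.1 and DQ521378.1 were higher at the penguin sites and AF173822.1 and EU045147.1 lower. Open points did not pass the rule for presence, and their levels give no size. The open point of DQ521378.1 at Arctowski, at 13.7, is bulk soil B, an array of low EUB338 intensity.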

Samples of weakly ornithogenic soils generally grouped together (sites Q and I), while the non-ornithogenic soils (site M) formed a separate group. However, for the highly ornithogenic soils (sites A, D and C) two separate groups could be observed: one comprising samples from sites D and A, and another comprising only samples from site C. Interestingly, each of these sites is occupied by different penguin species which have different diets. Studies on penguin diet showed that *Pygoscelis adeliae* and *P. antarctica* (the species found in sites A and D, respectively) feed on krill, mainly *Euphrasia superba*, while *P. papua* (the species found in site C) eats krill but also fish, particularly *Notothenia* species [36]–[38]. The diet of the penguin could influence soil microbial communities in two ways: through modification of the penguin’s gut microbiota and thus in the microbial inputs to soil through guano deposition [4], and through modification of the physico-chemical composition (N, P and pH) of the penguin’s guano. We hypothesize that the diet of *P. papua*, which colonizes site C, is at least partially responsible for the different microbial community patterns observed at this site.

Corroborating the idea that bird presence has a fundamental role in shaping the microbial communities of Maritime Antarctic soils, due to the high N and P inputs in the soils, samples from the non-ornithogenic M site presented the most distinctive bacterial community structure and composition, probably due to the low availability of nutrients and higher pH. The *Acidobacteria* were more abundant in the non- and weakly ornithogenic soils and were consequently negatively correlated to ammonia. Similarly, Ganzert and colleagues [39] reported *Acidobacteria* sequences were related to Antarctic soils with low C and N contents and neutral to alkaline pH values. In contrast, the *Firmicutes* and the *Actinobacteria* were positively related to ornithogenic soils, in line with previous studies [4], [11], [13]. Furthermore, Zdanowski and colleagues [14] isolated *Gammaproteobacteria*, *Firmicutes*, *Actinobacteria*, and *Bacteroidetes* directly from Adelie penguin guano. From our data it is not possible to deduce any functional information about the microbial communities studied, but Zhu and colleagues [40] reported that the ammonia concentration in the penguin guano is much higher than the nitrate concentration, which could favor nitrifying bacteria in ornithogenic soils. However, further studies focusing on the N-cycle using a functional approach will be needed to confirm this hypothesis.

### Influence of Plants

It was recently hypothesized that microbial communities were mainly driven by soil characteristics, but that within a soil type, plants shaped the microbial communities in their rhizosphere [41]. In view of the very large differences between the soils characteristics of the different sampling sites used in this study, we limited our search for a rhizosphere effect to each site separately. Even though the microbial communities were predominantly driven by differences in soil characteristics, microbial communities within a site were significantly influenced by the presence of plants. Within each individual site, we found significant differences between the microbial communities found in bulk soil and rhizosphere samples in both the microarray and the qPCR datasets. Similarly, vegetation cover was previously reported as having a strong influence on the bacterial community composition in a range of maritime Antarctic sites [19]. In more temperate settings, it was also previously reported that bulk and rhizosphere soils harbored different microbial communities [5], [42]–[45]. Plants select for a specific microbial community in their rhizosphere through root exudation [46] and since different plants exude different compounds, the rhizosphere effect is thought to be plant-specific [43]. However, in the present study, we did not find any clear difference between the microbial communities in the rhizosphere of *C. quitensis* and *D. antarctica*, in line with a previous report that used pyrosequencing and DGGE [11]. Other previous studies also report similar results, suggesting that the soil characteristics could be a determinant factor shaping the microbial communities instead of the rhizosphere plant species [9], [10].

In a previous study from our group that used 16S rRNA gene pyrosequencing on *D. antarctica* and *C. quitensis* rhizosphere samples from Admiralty Bay, it was shown that the *Firmicutes* were the most abundant phylum followed by the *Proteobacteria* and then the *Actinobacteria* [11]. In the present study, although the same three groups were still the most abundant, the qPCR approach showed a dominance of *Actinobacteria* followed by *Proteobacteria* and *Firmicutes*. These discrepancies could be due to the fact that we did not use primers targeting the same positions in the 16S rRNA gene for both techniques. Furthermore, the primers used for the *Actinobacteria* in qPCR are not perfectly specific to this group and unspecific amplifications could artificially increase their abundance in qPCR assays [47]. However, the main goal of this study was to compare bulk soils and rhizospheres from different sampling sites and the results from these comparisons are valid since all samples were subjected to the same bias. Our results nonetheless showed that the *Actinobacteria* and the *Proteobacteria* are the main bacterial taxa present in the soils of Admiralty Bay. Similar results were found in several other studies on soil bacterial diversity around the world [11], [48], [49] and in maritime Antarctica [11], [16], [27].

### Conclusions

Our results showed that the presence of vascular plants (*D. antarctica* and *C. quitensis*) and of birds play important roles in shaping the microbial communities of Antarctic soils. For the plant influence, the observed rhizosphere effect varied between the different sampling sites, probably due to differences in soil parameters, indicating that plant colonization will not have the same effect on microbial communities in all soils. Firmicutes and Acidobacteria were more abundant in bulk soils while Actinobacteria was more abundant in rhizosphere samples. For the bird influence, the effect varied with the level and the type of ornithogenic input and, in highly ornithogenic soils, seemed to be also modulated by the species of bird present, due to differences in diet. This indicates that the soils associated with bird colonies will influence microbial communities differently depending not only on the type of birds (flying birds vs. penguins), but also on the diet of the birds. Based on these results, we can hypothesize that not only will climate change directly influence Antarctic soil microbial communities, but it will also indirectly influence them through changes in plant and bird populations.

Further research will be conducted to directly test the guano (chemical and microbiological) of different penguins and even test the chemical attributes of exudates (or rhizosphere) of the two plants to confirm/deny the correlations, which may explain the resulting overlapping bacterial communities.

How the deposited data were processed for this re-analysis (not part of the article)

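The microarray measured 16S rRNA gene fragments amplified from 47 samples of bulk soil and rhizosphere, 1 array per sample, with 2 or 3 samples in each of 16 combinations of site and compartment. Quantitative PCR results were not analysed here.

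The authors scanned each array once for Cy5 at a laser power of 80 and a PMT voltage of 80 and deposited, for every spot, foreground and local background intensity on a scale that ends at 65535. The deposited intensity values were not normalized: the header names a LOWESS method, but the background-subtracted median equals the foreground median less the background median. The deposited signal-to-noise ratio is the foreground median divided by the standard deviation of the background. The deposited percent of saturated pixels and the score that the scanner software gives each spot as a flag are also from the authors' scan, and the meaning of each flag code is not given.

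From these, a probe was counted as present when (foreground median less background median) divided by the background standard deviation was at least 2 in at least 2 of 3 spots. Alternatives were a ratio of 3 or 1.5, the scanner flag, and the scanner's signal-to-noise ratio of at least 2. The 525 spots other than the empty ones and the 159 probes equal in number the oligonucleotides and taxa the paper counts. Each probe was therefore taken as 1 taxon, which could not be checked, since the data do not pair probes with taxa. Jaccard distances and principal coordinates were computed with vegan 2.7.1 in R 4.3.3. PERMANOVA was run by an own implementation checked against vegan, with all distinct arrangements enumerated up to 2000 and 9999 permutations otherwise. On simulated sites of 9 samples, 10 of 10 with 12 of 40 probes changed passed and 0 of 10 with no change did. That simulation gave the samples 1 shared profile with random changes, and replaced a first one with unrelated profiles in which fewer changed sites were recovered, so the recovery holds for that noise only.

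Levels were background corrected by normexp with an offset of 50, converted to log2, quantile normalized and averaged over the spots of a probe. They were compared with limma 3.58.1, with site as a term over all samples and with 1 mean per condition for single sites, and p was adjusted by Benjamini-Hochberg over 159 probes. On simulated levels for the comparison over all sites, limma recovered 19 of 20 probes changed by 1 on the log2 scale and 20 of 20 changed by 2. Among those of the 159 probes left unchanged it made 4 false calls. For Copacabana it recovered 9 of 20 and 14 of 20, with 1 false call. The simulated levels had independent noise and no differences between sites, slides, scan days or dim arrays, so these counts hold for that noise only. A fold was given as a lower bound where the probe was absent from every sample of the lower group, by setting that group to at least the lowest level of a present probe on each array. Lists of taxa were tested with limma's fry. *Rhodococcus* alone matched the Actinobacteria (adjusted p = 0.785, limma). *Moraxella*, *Pseudomonas* and *Psychrobacter* matched the Gammaproteobacteria (adjusted p = 0.362, limma). Spots of *Rhodococcus* were at the ceiling in 27 of 30 rhizosphere samples and 17 of 17 bulk soils, so its test says nothing about a change. The list of Bacteroidetes did not name *Gillisia*, a genus of that phylum, and so matched no probe; *Gillisia* was present on only 2 of 47 arrays. The lists of Acidobacteria, Firmicutes, Alphaproteobacteria, Betaproteobacteria, Epsilonproteobacteria, Deltaproteobacteria, Cyanobacteria, Archaea, nitrifiers and methanotrophs matched no probe.

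Replicate numbers recur between compartments in the labels. Of 23 pairs with the same number 8 had deviations from the condition mean that correlated above 0.1. Of the pairs of compartments only bulk soil and *D. antarctica* of Demay Point had all 3 above it, so the number was taken as a sign of pairing for those samples only. These correlations were not tested. The block at Demay Point also held the *C. quitensis* samples, which correlated with the bulk soils of the same number at -0.0368, -0.0551 and 0.173.

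Comparisons, tests, alternatives and the rule for naming probes were set before the data were examined, apart from those the closing section names as later. Named were all probes with a genus name and, among probes without one, at most 2 higher and 2 lower per comparison, from those with the largest change past the threshold or the largest difference in presence. Penguin and other sites were compared over site means, since bird influence varies between sites. Nitrogen values were the site means of Table 2. Figures were drawn with matplotlib 3.10.9 in Python 3.11.15 from tables made with pandas 2.3.3.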

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

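The tests chosen after the results were seen were the interactions with site, the relation to EUB338 intensity, the turnover part of the distance, slide and scan day as terms (except slide and scan day in the levels over all sites), the pairs of bulk soils by slide and the splits of the sites, and the splits of the samples were redefined at Demay Point, Ipanema and Quimica after the first counts.

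The difference in probe presence between bulk soil and rhizosphere varied between sites (interaction of site and compartment, R2 = 0.202, F = 2.96, permutation p = 1e-04, the smallest that the permutations can give). This test includes the 6 arrays of low EUB338 intensity, and both compartments shared a scan day at only 1 of 6 sites. Dim hybridisation and scan day were therefore not separated from an effect of the rhizosphere that differs between sites. In levels, the change differed between sites for 31 of 159 probes (limma, adjusted p under 0.05), among them *Pseudomonas* (adjusted p = 0.00128), which was higher in the rhizosphere of Arctowski and Demay Point and lower at Copacabana. These 3 calls for *Pseudomonas* were lost with scan day as a term (limma adjusted p = 0.105, 0.745 and 0.253) and each without 1 sample (limma adjusted p = 0.723 without bulk soil B, 0.0842 without bulk soil B and 0.143 without *D. antarctica* B), and the test between sites includes the 2 dim bulk soils of Arctowski. The *Rhodococcus* probe, which the paper does not discuss, was present on 47 of 47 arrays. The *Psychrobacter* probe was present on 30 of 38 arrays outside Quimica and on 0 of 9 at Quimica. Probe EU045147.1 was present in 9 of 9 bulk soils outside penguin colonies and in 0 of 8 within them, 2 of these on dim arrays. In the rhizosphere of Arctowski it was present in 2 of 3 samples of each plant. At Demay Point it was present in 2 of 3 samples of *C. quitensis* and 0 of 3 of *D. antarctica*, and at Copacabana in 0 of 3 of *D. antarctica*.

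Some arrays had few probes present, and within conditions the number of probes followed the intensity of the EUB338 control (Spearman's rho = 0.798, permutation p = 0.00029, adjusted p = 0.00029; Pearson's r = 0.853, permutation p = 0.00026, adjusted p = 0.00029; 26 arrays of 9 conditions, 2 relations computed). Without the 2 arrays farthest from the median r was 0.782, and within scan days it was 0.970 on day 3 and 0.847 on day 4, while days 1 and 2 held 5 such arrays each. Dim hybridisation is therefore a candidate explanation for low numbers of probes. At Arctowski both bulk soils were dim and their 12 probes were all among the 38 of the rhizosphere. The separation of bulk soil from rhizosphere there had an exact permutation p of 0.0714 with the turnover part of the Jaccard distance, as a loss of probes would give. Since 28 arrangements allow no p under 0.0357, this value cannot tell a loss of probes from a change of probes. EU218698.1 kept an adjusted p under 0.05 (limma) in all 16 alternatives, higher in these dim bulk soils. A biological difference between the bulk soil and rhizosphere of Arctowski stays open.

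Bulk soil was separated from rhizosphere within sites, but 12 bulk soils and 0 rhizosphere samples were scanned on day 2, and both compartments shared a scan day at 1 of 6 sites. Samples of the same condition were 0.0329 farther apart when scanned on different days (standard error 0.0320, 9 conditions), less than the 0.165 that separates compartments, but those conditions cover only 34.5% of the day pairs by which the compartments differ, so the limit set before the test cannot exclude scan day. With scan day as the first term the effect over all sites had permutation p = 1e-04, which assumes that a day acts alike at all sites, and in levels the probes changed over all sites fell from 14 to 5. Scan day, slide and an effect of the plants cannot be told apart, since at 5 sites the compartments shared no day and at Arctowski the 2 bulk soils that shared a day with 2 rhizosphere samples were both dim.

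Bulk soils grouped by site, and 2 slides each held Demay Point and Quimica. Pairs of different sites on the same slide were farther apart than pairs of the same site on different slides, by 0.297 (0.572 and 0.276, the larger SD 0.164, 4 pairs each), which argues against the slide as the source of the grouping for these sites. At each of the other sites all bulk soils lay on a single slide without bulk soils of other sites, so that slide and site cannot be told apart there. A difference in soil remains a hypothesis.

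Other splits of the samples tested whether chance can be excluded, and each count includes the real grouping. Over all sites 1 of 100 splits gave as many changed probes as the 14 found (highest other 10) and at Quimica 1 of 84 (14 found, highest other 6). Both shares lie under 0.05 for a single grouping. They were not adjusted over the groupings checked, which limits how far they exclude chance. At Demay Point 3 of 84 splits gave at least the 5 found (highest other 7) and at Ipanema 9 of 84 at least the 4 found (highest other 5). The first definition, 100 shuffles of the 3 groups, gave 5 at Demay Point, 3 at Ipanema and 3 at Quimica, where the highest other was 14, as many as found. At Demay Point and Ipanema the side of 0.05 thus depends on the definition and chance stays open. For the plants over 4 sites 18 of 100 gave at least the 1 found (highest other 5), so chance cannot be excluded. The splits are too few for such a share at Copacabana (1 of 10, 16 found, highest other 1), North Mountain (1 of 10, 9 found, highest other 1), for the probes apart between penguin and other sites (1 of 10 splits of the sites, 20 found, highest other 5) and for the plants at Arctowski (10 of 10, 0 found, highest other 0), Demay Point (3 of 10, 2 found, highest other 6), Ipanema (2 of 10, 2 found, highest other 2) and Quimica (10 of 10, 0 found, highest other 1).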

How the results depend on the processing

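Alternatives chosen after seeing the data were the scanner flag and signal-to-noise ratio, turnover, brightness, leaving out dim arrays, scan day and slide outside the count over all sites, and the square root of Jaccard for nitrogen and for rhizosphere against bulk soil. Of 492 alternative values with a test 426 kept their side of the threshold, with no change of direction where there is one, and of 296 counts and axes 203 stayed near their size, which disregards direction. The 2 that changed direction were the shift of Actinobacteria (*Rhodococcus* alone, log2 -0.0336, limma adjusted p = 0.785), 0.0413 without background correction and -0.101 to 0.0237 leaving out 1 sample, above 0 without *D. antarctica* C of North Mountain; neither passed, and at the ceiling in 27 of 30 rhizosphere samples and all bulk soils it has no measured size or direction. Of 671 values of 33 named probes 495 stayed past the threshold and 0 reversed. The effects of site, NH4 and NO3 in bulk soil stayed past the threshold in every alternative run. For NH4 and NO3 the alternatives of detection, distance and left-out samples permuted samples, although each variable took 1 value per site. They therefore do not test nitrogen apart from site. Where not said otherwise, the cause of a change was not tested. Intensities at the ceiling limit differences between bright probes, and low EUB338 signal limits detection on 6 arrays. Arctowski bulk soil left with 1 sample was assumed to vary like the others.

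R2 values that lost or gained the threshold were as follows. Compartment at Demay Point fell short with the scanner flag (0.352), scanner ratio (0.318), turnover (0.403) and replicate block (0.393), at Arctowski with turnover (0.375) and at Ipanema with turnover (0.362), while Quimica passed with the scanner ratio (0.449), square root of Jaccard (0.384) and without dim arrays (0.602). Bulk soil against rhizosphere fell short at Demay Point with looser detection (0.176), the scanner flag (0.170), scanner ratio (0.166), square root (0.162), turnover (0.279) and replicate block (0.201), at Arctowski with turnover (0.327), and at Quimica with Bray-Curtis (0.224), and passed at Ipanema with Bray-Curtis (0.335), square root (0.212), turnover (0.459) and without dim arrays (0.563). The pooled effect over all sites (permutation p = 3e-04) fell short with the replicate block (0.0656, exact p = 0.104), which was fitted over only Copacabana, Demay Point and North Mountain. The plants over 4 sites fell short with looser detection (0.0740), Bray-Curtis (0.0661), replicate block (0.0825), brightness (0.0478) and scan day (0.0744). Of 23 pairs sharing a replicate number 8 correlated above 0.1, from -0.433 to 0.270, with all 3 above it only for bulk soil and *D. antarctica* of Demay Point.

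The median of probes present moved to 28 with the scanner flag. The first axis moved in bulk soil to 24.7% (stricter), 24.8% (looser) and 30.6% (Bray-Curtis), at Arctowski to 31.9% (stricter), at Copacabana to 51.2% (stricter) and 48.9% (looser) and at Ipanema to 31.8% (looser).

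Counts of probes changed between rhizosphere and bulk soil moved, over all sites, to 8 (75th percentile), 4 (no normalization), 1 (Cochran-Mantel-Haenszel), 7 (slide block), 5 (scan day) and 7 (without dim arrays); at Arctowski to 9 (no background correction), 7 (75th percentile), 2 (site alone) and 5 (scan day); at Copacabana to 33 (75th percentile), 9 (no normalization) and 5 (scan day); at Demay Point to 3 (no background correction), 1 (75th percentile), 19 (no normalization), 3 (replicate block), 1 (fixed replicate block), 0 (site alone), 3 (slide block) and 0 (scan day); at Ipanema to 9 (75th percentile) and 14 (no normalization); at North Mountain to 5 (no background correction), 4 (75th percentile), 54 (no normalization), 3 (fixed replicate block) and 1 (scan day); at Quimica to 8 (no normalization) and 3 (scan day). Between the plants they moved, over 4 sites, to 3 (no background correction), 2 (75th percentile), 2 (no normalization), 6 (probes present in at least 2 samples) and 0 (without dim arrays); at Arctowski to 2 (75th percentile); at Demay Point to 0 (75th percentile), 0 (no normalization), 5 (probes present in at least 2 samples), 0 (site alone) and 4 (without dim arrays); at Ipanema to 8 (no normalization), 0 (fixed replicate block), 0 (site alone) and 0 (without dim arrays, 3 samples against 1). Between penguin and other sites 20 of 44 probes were apart in site means and limma over 159 probes with site as a random block called 12, another test on other probes.

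Leaving out 1 sample at a time gave these ranges. R2 of compartment was 0.380 to 0.486 at Demay Point, where 5 of 9 lost the threshold (*C. quitensis* B and C, *D. antarctica* B, bulk soil A and B), and 0.363 to 0.592 at Quimica, which passed without *C. quitensis* 8 or *D. antarctica* 8. R2 of bulk soil against rhizosphere was 0.380 to 0.576 at Arctowski, lost without either bulk soil, since the smallest p is then 0.143, 0.162 to 0.250 at Demay Point, lost without any of 9, and 0.174 to 0.316 at Ipanema, which passed without *C. quitensis* 2. R2 of the plants over 4 sites was 0.0631 to 0.0927, lost in 18 of 24. Changed probes between rhizosphere and bulk soil were 7 to 16 over all sites (7 to 9 without a bulk soil of Quimica), 6 (without bulk soil B) to 22 (without C) at Arctowski, 9 to 13 at Copacabana, 0 to 4 at Demay Point, 3 to 7 at Ipanema, 4 to 9 at North Mountain and 9 to 14 at Quimica. Between the plants they were 0 to 9 over 4 sites, 0 to 1 at Arctowski, 0 to 8 at Demay Point, 0 to 11 at Ipanema and 0 to 2 at Quimica.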

Differences from the paper's values

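The paper reports a lowest number of 13 taxa per sample, and the lowest number of probes present was 5. Of the 2 alternatives set before the data were examined, stricter detection gave 4 and looser detection 6, so neither closes the difference. The paper's highest number was 41, and the value here was 29; the scanner flag, chosen after seeing the values, gave a range of 7 to 42.

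The first line of the paper's Table 3 is labelled F, but its values lie between 0 and 1 and one of them, 0.6335, stands beside a P of 1.00E-04. On the scale of R2 they lie near the values here at all 6 sites, so they were set beside R2 (0.632 here at Arctowski). At North Mountain the exact p here was 0.1, within 1.5 times of the P in that table, as were 7 of 11 alternatives set before the data were examined. The P values of the other sites differ. The paper's P was 1.00E-04 at Arctowski and the exact p here 0.00714, where 560 arrangements allow no p under 0.00357. At Copacabana the paper's P was 0.0465 and the exact p here 0.1, the smallest that 3 samples against 3 allow. At Demay Point the paper's P was 0.2129 and the exact p here 0.0179, at Ipanema the paper's P was 0.0095 and the exact p here 0.00357, and at Quimica the paper's P was 0.0325 and the exact p here 0.0679. Of the alternatives set before the data were examined, 0 of 12 at Arctowski, 0 of 11 at Copacabana, 0 of 14 at Demay Point and 0 of 13 at Ipanema came within 1.5 times of the paper's P, and 2 of 13 at Quimica, among them the square root of Jaccard with an exact p = 0.0357. The scanner signal-to-noise ratio, chosen after seeing the values, also gave an exact p = 0.0357 at Quimica.

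For the sites in bulk soil the paper's F was 6.87 and the value here 11.3, with 12 of 22 alternatives set before the data were examined within 1.5 times of the paper's F, among them stricter (8.79) and looser detection (9.47) and the square root of Jaccard (4.88), and 10 not, among them Bray-Curtis (12.3). For NH4 the paper's F was 4.04 and P 0.0009, and the values here 8.72 and 0.0001. For NO3 the paper's F was 3.30 and P 0.0064, and the values here 8.46 and 0.0001. Of 23 such alternatives for each of these 4 values, 0 came within 1.5 times of the paper's value. The square root of Jaccard, for nitrogen chosen after seeing the values, gave F = 4.70 for NH4 and F = 4.98 for NO3. The paper's nitrogen was measured on each bulk soil, and site means were used here.

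The paper describes bulk soil and rhizosphere as separated at most sites but not at Demay Point or North Mountain. At Demay Point bulk soil against rhizosphere had an exact p of 0.0476 here, 0.0635 after adjustment, and lost the threshold without any 1 of the 9 samples, so that no difference from the paper is claimed there. It describes the plants as segregated at Arctowski, where 3 samples against 3 allow no exact p under 0.1 and the value here was 0.2, which does not speak against it. It calls the community of North Mountain the most distinctive, whereas the mean Jaccard distance to the other sites was 0.563 for North Mountain and 0.680 for Arctowski, where both arrays had a low EUB338 intensity, so that no ranking is drawn from it. Its statement that Quimica and Ipanema grouped together goes with their mean distance of 0.322, the smallest between 2 sites.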

Other observations

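Probe EU045143.1 was lower in the rhizosphere over all 6 sites, with a log2 difference of -1.25 (standard error 0.33, adjusted p = 0.0147, limma), and was present in 27 of 30 rhizosphere samples and 17 of 17 bulk soils. Probe EU218832.1 was also lower, with an adjusted p = 0.0223 (limma), and present in 8 of 30 and 11 of 17, and EU044934.1 was higher, with an adjusted p = 0.0435 (limma), and present in 16 of 30 and 3 of 17. At Copacabana EU044934.1 went the other way, present in 3 of 3 bulk soils and 0 of 3 rhizosphere samples. EU218832.1 also went the other way at Copacabana. It was higher in the rhizosphere there (adjusted p = 0.0251, limma), present in 2 of 3 rhizosphere samples and 0 of 3 bulk soils. That call was lost in 5 of 16 alternatives. Of the probes changed over all sites, 6 higher and 8 lower, only 1 and 2 were also present in at least 50% of the samples of the group with the higher level. The balance of directions depended on the scaling: 4 were higher and 0 lower without normalization, and 5 and 3 with scaling to the 75th percentile. With scan day as a term EU045143.1 had a log2 difference of -0.87 (adjusted p = 0.634, limma). Over its 55 alternatives the adjusted p of EU045143.1 ranged from 0.00273 to 0.634, that of EU218832.1 from 0.000422 to 0.351 and that of EU044934.1 from 0.0174 to 0.175, with the call lost in 34.

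Of the probes present in bulk soil or rhizosphere, 37 were present in both, 18 only in rhizosphere samples and 7 only in bulk soils, from 30 and 17 samples, and 0 were present in every sample of one and 0 of the other. Of the 44 probes present in bulk soil, 23 (52.3%) had site means apart between penguin and other sites in the same direction in both sampling seasons, and of all 159 probes 49, where chance gives 22.2% for independent sites. A probe apart over all 6 sites is apart in both seasons by construction. The 23 therefore include the 20 found over all sites and are no separate evidence. In 2006-2007 the only penguin site was Arctowski, with 2 arrays of low EUB338 intensity. In 2008-2009 the only other site was North Mountain. Bulk soils A and B of North Mountain had the same probes present (Jaccard distance 0).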
